# Chromatin Interaction and Histone Mark Signatures Associated With *TBXT* Expression in Metastatic Lung Cancer

**DOI:** 10.1002/gcc.70041

**Published:** 2025-03-18

**Authors:** Reuben M. Yaa, Brian M. Schilder, Rafael D. Acemel, Fiona C. Wardle

**Keywords:** 4C‐seq, A549, cells, ChIP‐seq, epigenomics, H358, H460, lung cancer, *TBXT*

## Abstract

**Background:**

*TBXT,* a member of the T‐box transcription factor family, drives epithelial‐to‐mesenchymal transition in the metastasis of some cancers. However, the relationship between the epigenetic regulatory landscape and its expression in lung cancers remains elusive.

**Methods:**

Circularized chromosome capture combined with sequencing (4C‐seq) was employed to analyze physical chromatin interactions at the *TBXT* loci in the lung cancer cell line H460, a high *TBXT‐expressing* cell line, compared to H358 and A549, which do not express *TBXT*. To define the regulatory landscape, the targeted *TBXT* chromatin interactions were integrated with histone modification profiles from respective cells, followed with motif analysis.

**Results:**

Our analysis identified distinct patterns of potential *cis*‐regulatory elements (pCREs) associated with the *TBXT* promoter, with increased near‐*cis* pCRE enrichment in the *TBXT‐expressing* cells. Integration of pCREs with epigenetic histone modification revealed two unique pCREs in *TBXT‐expressing* H460 cells enriched with the active histone mark H3K27ac, harboring binding sites for transcription factors of the forkhead box, zinc finger, and musculoaponeurotic fibrosarcoma families that are linked to cancer metastasis.

**Conclusion:**

Our findings shed light on active chromatin interactions with *TBXT* expression in lung cancers, pointing to specific DNA elements and regulatory proteins that may be involved. This knowledge paves the way for understanding *TBXT* expression dynamics at the onset and progression of metastatic cancers.

## 1 Introduction

Lung cancer is the deadliest cancer in the world, with approximately 1.8 million deaths in 2020 [1]. If diagnosed and treated at early stages, 5‐year survival rates for lung cancer patients can be greater than 50%; however, if diagnosed at late stages, when the cancer has metastasized to other organs, 5‐year survival rates can be lower than 4% [2], 2016). Understanding the factors that trigger metastasis and how these events are controlled is important for understanding how to prevent and treat late‐stage lung cancer.

One factor of interest is the T‐box transcription factor, TBXT (also known as T or Brachyury). Although studied for decades in the context of embryonic development [3, 4], more recent evidence indicates TBXT also plays an active and central role in lung cancer progression and metastasis [5].

Studies have shown that a subset of non‐small cell lung carcinomas (NSCLC) express high levels of *TBXT* at the mRNA and protein levels, while normal adult tissues (with the exception of the testis and thyroid) do not express *TBXT* [6, 7, 8, 9]. High levels of TBXT in these tumors are correlated with late disease stages, distant metastases, and reduced survival [7, 10, 11, 12]. This finding is consistent with in vitro assays showing that high levels of TBXT cause upregulation of markers of epithelial‐to‐mesenchymal transition (EMT) and increase motility and invasiveness of cancer cells, while knocking down *TBXT* limits tumor metastasis in in vivo models [7, 13], suggesting that TBXT drives an invasive phenotype. Other studies have shown that high levels of TBXT mediate resistance to chemo‐, radio‐, and immunotherapy [11, 13, 14]. Taken together, these findings, and similar evidence indicating that high levels of TBXT mediate cancer progression in other tumor types including breast and prostate cancer, have made TBXT an attractive therapeutic target [15]. However, despite this role in cancer progression, our understanding of how *TBXT* expression is activated and maintained in lung cancer cells is incomplete, which limits advances in targeted therapies.

Although fibroblast growth factor receptor 1 (FGFR1) has been implicated in activating *TBXT* expression in lung cancer through MAPK signaling [16], the genomic *cis*‐regulatory regions that mediate this activation are unknown. On the other hand, *TBXT* expression in the rare cancer, chordoma, is regulated via a super‐enhancer (SE) downstream of the *TBXT* gene, which binds TBXT protein to maintain its own expression [17, 18]. However, whether such epigenetic regulation characterizes *TBXT* expression in lung cancer is unknown.

To begin to address this gap in knowledge about *TBXT* expression regulation, we have used circularized chromosome conformation capture coupled with next‐generation sequencing (4C‐seq) [19, 20] to capture, at high resolution, genomic regions that interact with the *TBXT* promoter, which may represent potential *cis*‐regulatory elements (pCREs) in lung cancer cell lines. For this, we compared interactions in a *TBXT‐expressing* lung cancer cell line, H460, which is derived from pleural fluid of a patient with large cell cancer of the lung [21] with two non‐small cell lung cancer (NSCLC) adenocarcinoma cell lines, A549 and H358, which have non‐metastatic properties and do not express *TBXT* [8, 16]. Previous evidence has shown higher resistance to EGF receptor (EGFR) inhibition, immune‐mediated lysis, as well as conventional chemotherapies and radiation in H460 cells compared to A549 and H358 cells [8, 16]. H460 lung cancer cells also express higher levels of MYC compared to A549 [22] and exhibit early and high invasiveness [23]. This suggests H460 is more tumorigenic and malignant than the other two. We identified common and unique interactions of genomic regions with the *TBXT* promoter in *TBXT* vs. non‐*TBXT‐expressing* environments, which we grouped into shared, gained, or lost in relation to H460 cells and assessed their enrichment in various histone marks. Typically, histone marks such as H3K27me3 and H3K9me3 are modifications associated with transcriptional silencing [24, 25], while H3K27ac and H3K4me3 are associated with active gene expression chromatin state and, in addition, have been shown to be elevated in cancer [25, 26] and at various cancer risk genes [17]. A proportion of gained interactions that were exclusively found in the *TBXT‐expressing* environment were enriched with the active H3K27ac epigenetic mark compared to lost interactions in H460 cells. These interacting regions were enriched with binding motifs for forkhead box (FOXH1, FOXQ, FOXJ3, FOXO4), zinc finger (ZNF214, ZNF134, ZNF549 and ZNF563) and musculoaponeurotic fibrosarcoma proteins (MAFK, MAFB, MAFG, MAFF and MAF), which have all been implicated in cancer metastasis [27, 28, 29, 30, 31]. Our analysis points to a regulatory program associated with *TBXT* expression in metastatic lung cancer.

## 2 Materials and Methods

### 2.1 Cell Culture

Human lung cancer cell lines were obtained from ATCC (H460) or were a kind gift of Prof. Maddy Parsons, King's College London (H358 and A549). All the lines were authenticated by short tandem repeat analysis (Eurofins) and regularly checked for *Mycoplasma* contamination by PCR. H460 and H358 cells were maintained in RPMI 1640 (Sigma‐Aldrich; R8758) and A549 cells were maintained in DMEM (Sigma‐Aldrich; D5796), all supplemented with 10% (v/v) fetal bovine serum (FBS; Sigma‐Aldrich; S0615) and 100 U/mL penicillin/0.1 mg/mL streptomycin (Sigma‐Aldrich; P4333) and maintained in a humidified 37°C incubator with 5% CO_2_. For immunofluorescence, cells were seeded on glass coverslips in 24‐well plates.

### 2.2 Reverse Transcriptase PCR

Total RNA was extracted using the Direct‐Zol RNA miniprep kit (Zymo Research; R2052) from 0.5 × 10^6^ cells resuspended in cold Trizol (ThermoFisher Scientific; 15 596 026). cDNA was synthesized using the High‐Capacity cDNA Reverse Transcription Kit (ThermoFisher Scientific; 4 368 814). *TBXT* and *GAPDH* were detected using GoTaq DNA polymerase (Promega) with the following primers: *TBXT*_E7‐F (5′‐GGGTGGCTTCTTCCTGGAAC), *TBXT*_E7‐R (5′‐TTGGAGAATTGTTCCGATGAG), *GAPDH*‐F (5′‐AGATCCCTCCAAAATCAAGTGG) and *GAPDH*‐R (5′‐GGCAGAGATGATGACCCTTTT). PCR products were amplified for 25 cycles of 30 s at 95°C, 30 s at 60°C, and 30 s at 72°C, followed by one cycle of 72°C for 5 min.

### 2.3 Western Blot

A total of 0.5 × 10^6^ cells were pelleted, lysed, and denatured by heating at 95°C for 10 min in 2X Laemmli sample buffer (Bio‐Rad; 1 610 737) containing 10% 2‐mercaptoethanol (Aldrich; M6250). The proteins were resolved on a 12% SDS polyacrylamide gels and blotted on PVDF membrane (ThermoFisher Scientific; 88 518) using the semi‐dry transfer method (Trans‐Blot TurboTM, BioRad; 1 704 150). The membranes were incubated for 1 h at room temperature in blocking buffer (1X phosphate buffered saline PBS; Thermo Fisher Scientific; BR0014G), 1% Tween 20 (VWR; 0777‐1 L), 5% nonfat milk (VWR; 22 012) and then incubated overnight at 4°C in a 1:500 dilution of anti‐TBXT (R&D Systems; AF2085, LOT NO: KQP0618021) or a 1:1500 dilution of anti‐histone H3 (Abcam; ab1791) in blocking buffer. The membranes were then washed 3 times for 5 min in PBST (1X PBS, 1% Tween 20) and incubated in a 1:5000 dilution of HRP‐conjugated anti‐rabbit IgG (Sigma‐Aldrich, AP182P; LOT NO: 3130473) or anti‐goat IgG (Sigma‐Aldrich, AP180P, LOT NO: 3157520) in blocking buffer at room temperature for 2 h. After washing three times for 5 min in PBST, the proteins were detected using SuperSignal West Pico PLUS Chemiluminescent substrate (ThermoFisher Scientific; 34 577) according to the manufacturer's protocol.

### 2.4 Immunofluorescence Microscopy

Cells on coverslips were fixed for 20 min in 4% paraformaldehyde (Sigma‐Aldrich, 158 127), then permeabilized and blocked in 10% bovine serum albumin (BSA; Sigma‐Aldrich, A9418) and 0.3% Triton X‐100 (Sigma‐Aldrich, ×100) in 1× PBS. The cells were then incubated overnight at 4°C in a 1:800 dilution of anti‐TBXT (R&D systems; AF2085, LOT No. KQP0618021) in dilution buffer (1× PBS, 1% BSA, 1% Rabbit Serum (Thermo Fisher Scientific, 16 120 099), 0.3% Triton X‐100). The cells were washed three times for 5 min in wash buffer (1× PBS, 0.1% BSA) then incubated at room temperature for 1 h with a 1:5000 dilution of anti‐goat IgG‐Alexa Fluor Plus 594 (ThermoFisher Scientific, A32758) in dilution buffer. After washing again, the cells were incubated for 10 min in a 1:1000 dilution of DAPI (Sigma‐Aldrich, MBD0015‐1ML) in 1× PBS, washed in 1× PBS then distilled water, and mounted on slides using Vectashield anti‐fade mounting medium (Vector Laboratories, H‐1000‐10). Images were taken using a Zeiss Axiovert 200 M fluorescence microscope with a 20×/0.85 ph 1 objective lens. Graph‐based optical intensities from the immunofluorescence (IF) images for TBXT and DAPI were obtained by ImageJ 1.49v. Intensities were expressed as mean ± SD of all the cells per cell line, and intensity differences between cell lines were assessed using the Wilcoxon rank‐sum test.

### 2.5 4C‐Seq Library Preparation and Sequencing

Two biological replicate libraries were prepared for each of the lung cancer cell lines according to a previous protocol [19, 20]. Briefly, a total of 10 million cells were crosslinked in 2% paraformaldehyde followed by quenching. The recovered pellet was lysed in cold lysis buffer (50 mM Tris–HCl pH 7.5, 150 mM NaCl, 5 mM EDTA, 0.5% Igepal CA‐630 Sigma‐Aldrich, I8896), 1% Triton X‐100, and 1× cOmplete protease inhibitors (Roche, 11 245 200). Chromatin was then digested overnight at 37°C using *Nla*III endonuclease (New England Biolabs, R0125L). Digestion was stopped by heat inactivation, and fragmented nuclei were ligated with T4 DNA ligase (NEB, M0202) at 16°C overnight. Circularized chromatin was de‐crosslinked using proteinase K (20 mg/mL) (NEB, P8107S) at 65°C overnight, then treated with RNase A (20 mg/mL) (Thermo Fisher Scientific, 12 091 021) for 45 min at 37°C. Chromatin was purified using phenol‐chloroform precipitation and digested at 37°C overnight with *Dpn*II (NEB, R0543S) followed by enzyme heat inactivation. The samples were ligated at 16°C using T4 DNA ligase (NEB, M0202) to form 4C chromatin circularized templates. These templates were purified by centrifugation using Merck Millipore Amicon ultra‐15 centrifugal filter units (Merck, 106 608 072). Using the chromatin circularized templates, *TBXT* circularized chromatin was captured by PCR using *TBXT* inverse primers overlapping the ligation junction as follows: PCR Reactions were prepared in eight x 25 μL volumes using Q5 polymerase (NEB, M0491L) and inverse sequencing primers (see Table S1) with the following cycling procedure: one cycle of 98°C for 30 s, then 30 cycles of 98°C for 10 s, 57°C for 30 s, and 72°C for 30 s. Indexed DNA amplicons products were pooled, purified using High Pure PCR product purification kit (Roche, 11 732 668 001) and 0.8:1 ratio with AMPure XP reagent (Agencourt, AMPure XP). The product concentrations were assessed using Qubit dsDNA BR assay Kit (Thermo Fisher Scientific, Q32850). The libraries were deep sequenced as 150 bp on a HiSeq X Ten at BGI, Hong Kong.

### 2.6 4C‐Seq Analysis

Reads were demultiplexed, trimmed to 30 bp, and aligned using Bowtie v1.2.2 aligner [32] to a *Nla*III‐*Dpn*II fragment map of the GRCh38 (hg38) *Nla*III‐*Dpn*II using *‐m* 1 and default settings. Reads falling in fragments flanked by the same restriction enzyme site, in fragments smaller than 40 bp, or in fragments within ±5 kb from the viewpoint were removed. The aligned reads were then transformed to reads per *Nla*III fragment ends and smoothened using a 30‐fragment mean running window. Total read counts in the fragments were quantified in 5 kb bins 1 Mb either side of the viewpoint. The counts were used to assess the reproducibility of biological replicates and sample clustering using correlation analysis. 4C profile information for the replicates was subsequently used to identify fragments interacting with the viewpoint using monotonic regression in the peakC peak caller [33] and assessment of the fragment local coverage score [34]. Fragments were considered to interact with the viewpoint if they satisfied all of the following criteria: (1) appeared in both replicates, (2) had a monotonic regression value above 2.5% of the value of the monotonic regression at the viewpoint, (3) had a monotonic regression value high enough to ensure an adequate signal‐to‐noise ratio, and (4) had a local coverage score in the upper quartile. This was fitted for every fragment 1 Mb either side of the viewpoint. *TBXT* promoter‐interacting fragments that were not more than 40 bp from each other were merged using bedtools v2.27 [35] to form interacting regions (pCREs) and plotted as an arachnogram to generate an intuitive *cis*‐interaction visualization landscape.

### 2.7 Linear Analysis of Differential Chromatin Interactions

The pCREs were processed for the assessment of changing chromatin interactions to the *TBXT* locus between the conditions as applied previously [24]. Since lung normal tissues do not express *TBXT* [6], interactions in the non‐*TBXT‐expressing* cells (A549 and H358) were used as a baseline control reference. Using this approach, interactions exclusively found in H460 and not in A549 or H358 cells were classified as gained in H460 cells, whereas those only present in A549 and/or H358 were classified as lost from H460 cells. Interactions present in both conditions were classified as shared. The pCREs were subsequently annotated using HOMER v4.11 [36]. The distribution of shared, gained, and lost pCREs across the genome was visualized as smoothed densities, based on their absolute distance from the viewpoint.

### 2.8 4C Integration With Epigenetic Data

#### 2.8.1 ChIP‐Seq Analysis

The pCREs were integrated with publicly available ChIP‐seq datasets for different histone modifications in A549, H358, and H460 cells. These datasets were reprocessed from the raw files using a standardized pipeline to ensure comparability. Raw fastq files of H3K27me3, H3K9me3, H3K27ac, and H3K4me3 were retrieved from Sequence Archive Reads (SRA; Table S2). Single‐end reads were aligned using Bowtie2 [32] followed by post‐alignment indexing and filtering using SAMtools [37]. The mapped files were subsequently processed using HOMER v4.11 [36] and tracks visualized in the UCSC browser. Peaks were called using MACS3 [38] implemented via the R package MACSr [39] within PeakyFinders (https://github.com/neurogenomics/PeakyFinders). The default cut‐off parameter was used (cut‐off = 5), corresponding to only using bedGraph reads with *p*‐values ≤ 1 × 10^−5^.

#### 2.8.2 Epigenetic Enrichment Analyzes

The *TBXT* pCREs were converted into a named list of GenomicRanges objects [40]. Permuted overlap enrichment tests (10 000 permutations per comparison) were conducted between all pairwise combinations of gained and lost pCRE types and reference ChIP‐seq peaks. This was performed for 2 pCRE types (gained or lost) compared against 4 histone marks across 3 cell lines with up to 2 histone replicates each, yielding 36 tests total. Enrichment tests were conducted using an extension of the regioneR package [41] implemented within echoannot [42]. The false discovery rate (FDR) was calculated according to the Benjamini‐Hochberg procedure to correct for multiple testing [43], and results at FDR < 0.05 were considered non‐significant. As H3K27me3 signals at the *TBXT* promoter in H358 cells were very low (Figure S2A) and there was a discrepancy in the clustering of H358 ChIP signals with the rest of the ChIP data (Figure S2B) epigenetic enrichment with *TBXT* interacting regions in the H358 cell data was omitted. However, the correlation of the whole dataset was performed (Figure S3A).

#### 2.8.3 Epigenetic Correlation Analyzes

All the *TBXT* interacting regions and ChIP‐seq peaks falling within a +/−1 Mb window surrounding the *TBXT* promoter viewpoint were re‐binned into 1 708 060 bins of 100 bp across chromosome 6 using EpiCompare [44]. Bins were filled with standardized percentiles derived from loop/peak strength. Bins with a row sum of 0 (i.e., no sample overlapped with that bin) were then removed, leaving a 3307‐bin x 17‐sample sparse matrix (containing 89.3% 0 s). Pearson's correlation (*r*) was then computed between each pair of samples. The resulting correlation matrix was subsequently plotted as a heatmap (Figure S3B; for an interactive version of the heatmap, please see: https://bschilder.github.io/TBXT_loops/code/heatmap).

#### 2.8.4 Motif Analysis

De novo motif discovery of two gained pCREs enriched with H3K27ac in H460 cells was performed using a component of Regulatory Sequence Analysis Tools (RSAT) v1.169 [45]. Motifs were predicted using oligomer lengths of 6 and 7. Enriched motif sequences were clustered to a reduced redundancy position‐specific scoring matrix that was used for searching curated transcription factor binding motifs in the HOmo sapiens COmprehensive MOdel COllection (HOCOMOCO Human v11 CORE) motif database (retrieved in 2024) [46] using the TomTom motif comparison tool in the MEME suite 5.3.3 [47].

## 3 Results

### 3.1 Chromatin Interaction Differences Between *TBXT* Expression Conditions

We conducted high‐resolution 4C‐seq (Figure 1A) to detect chromatin interactions with the *TBXT* promoter (viewpoint) in lung cancer cells that expressed high levels of *TBXT* mRNA and protein (H460 cells) and those that did not express detectable levels of *TBXT* mRNA or protein (A459 and H358 cells) (Figure S1). 

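4C-seq lists the genomic fragments that were ligated to a chosen site, the viewpoint, after crosslinking, digestion with NlaIII, ligation, a further digestion with DpnII and inverse PCR. H460 was derived from the pleural fluid of a patient with large cell lung cancer and expresses TBXT, whereas A549 and H358 are lung adenocarcinoma lines that do not. For each of the 3 cell lines, 2 biological replicate libraries were made, or 6 in all. The paper's methods give crosslinking in 2% paraformaldehyde and primer annealing at 57°C, whereas the sample records give 4% and 55°C, and the 2 descriptions also name different detergents in the lysis buffer. The authors trimmed the reads to 30 bp, aligned them with Bowtie v1.2.2 to a map of the NlaIII and DpnII fragments of hg38, removed fragments within 5 kb of the viewpoint and smoothed the reads per fragment end over 30 fragments. A fragment was called by the authors when it appeared in both replicates, when its monotonic regression value was above 2.5% of that at the viewpoint and high enough for an adequate signal, and when its local coverage score lay in the upper quartile. The authors deposited, for each cell line, a single list of start and end positions on chromosome 6 that pools both replicates. The lists hold no read count and no score, so the depth of each library is unknown here, and no spread between replicates can be given for any value. The positions were compared with hg38. All 1288 distinct boundaries of the listed regions lay within 3 bp of the midpoint of an NlaIII fragment, and 43 of them did so after a shift of 1000 bp. Of the 1201 distinct regions in the 3 lists, 1191 held exactly 1 NlaIII site and 10 held 2, and no pair of them overlapped in part. Each listed region is therefore an NlaIII site with the adjoining parts of its fragments, and pCRE is used for one such region. Neighboring regions were not joined in the lists. In H460, 704 of the regions touched the next one. The median length was 188 bp in H460, 194 bp in H358 and 186 bp in A549, and 42, 41 and 41 regions were shorter than 40 bp. Distances were measured here from the midpoint of each pCRE to the NlaIII site at which the forward inverse primer ends, at position 166169210 of chromosome 6. pCREs were matched between lines when both start and end were identical.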

We reasoned this approach might allow us to detect variations in chromatin interactions with the *TBXT* promoter that are associated with these *TBXT* expression disparities. The 4C‐seq profiles (Figure S2A) had reproducible consistency between cell line replicates, with high pairwise correlation between the cells. H358 and A549 cells, the *TBXT* non‐expressers, were slightly more similar to each other than to H460 cells (Figure S2B,C).

**FIGURE 1:**
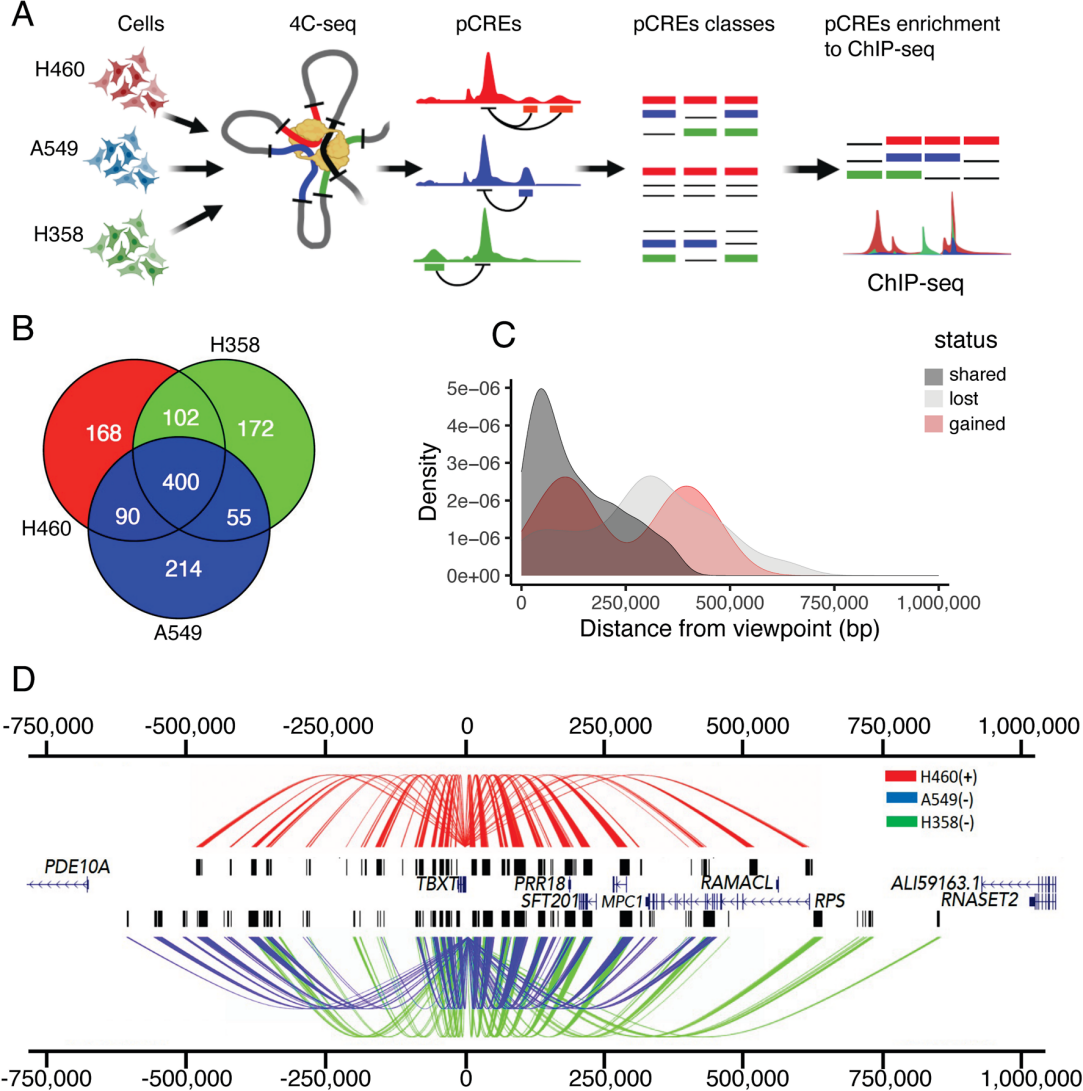
The *TBXT* promoter genome‐wide contacts in non‐ and *TBXT‐expressing* cells. (A) 4C‐seq library preparation from H358, A549, and H460 cells. The 4C‐seq data was analyzed, and 4C interacting regions identified as pCREs were classified as either shared, gained, or lost, and their enrichment with histone ChIP‐seq data was assessed. (B) Overlap of shared and unique pCREs between the cell lines. (C) Density plots of shared, gained, and lost pCREs in relation to the *TBXT* expressing line (H460). (D) Arachnograms highlighting significant interactions (pCREs) with the *TBXT* promoter. Lines originate from the viewpoint (*TBXT* promoter) and indicate regions interacting with the viewpoint (pCREs), shown as black bars. (+) indicates cell lines with high levels of *TBXT* expression, (−) indicates cell lines with no expression of *TBXT*. The gene symbols are shown next to the genes.

On quantifying the interactions, our analysis revealed 760, 759, and 729 genomic regions that interact with the *TBXT* promoter (referred to here as putative CREs; pCREs) in H460, H358, and A549 cells respectively, within 1 Mb either side of the *TBXT* promoter. Of these, one‐third (400 out of a total of 1201 pCREs) are shared between all cells, while an additional 192 are shared between H460 cells and one other cell line (giving a total of 592 pCREs referred to here as “shared” between H460 cells and at least one other in this study; Figure 1B), indicating there is considerable similarity in genomic interactions with the *TBXT* promoter in the different lung cancer cell lines. 

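The deposited lists held 760 pCREs in H460, 729 in H358 and 759 in A549. They covered 175832 bp, 167794 bp and 176868 bp of chromosome 6. The window of 1 Mb either side of the viewpoint holds 9874 NlaIII sites in hg38, and the numbers of pCREs corresponded to 7.70%, 7.38% and 7.69% of that number. As each line has a single pooled list, the differences between these numbers could not be set against replicate error. Most pCREs sat next to another one. When pCREs no more than 40 bp apart in a line were joined, there were 55 regions in H460, 60 in H358 and 66 in A549. These regions held a median of 9, 6 and 6 pCREs, and the region with the most held 54 in H460, 70 in H358 and 61 in A549.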

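On identical start and end positions, 400 pCREs were in all 3 lists. A further 102 were in H460 and H358 only and 90 in H460 and A549 only, which makes 192 and a total of 592 shared pCREs. By pairs of lines, H460 and H358 had 502 pCREs in common of the 987 in either list, or 50.9% (95% Wilson interval 47.7 to 54.0). H460 and A549 had 490 of 1029, or 47.6% (44.6 to 50.7), and H358 and A549 had 455 of 1033, or 44.0% (41.0 to 47.1). These intervals treat neighboring pCREs as independent, which they are not after smoothing over fragments. Resampling the window in blocks of 50 kb, a step chosen after the lists had been seen, widened the 95% ranges to 31.3 to 65.4%, 31.6 to 58.6% and 27.7 to 55.3%, and the ranges of the 3 pairs overlapped. Joining pCREs no more than 40 bp apart and counting any overlap of joined regions moved the shares most, to 41.7%, 42.1% and 35.3%. Contacts fall with distance from any viewpoint, which alone makes 2 lists overlap. To keep the distances, the second list of each pair was mirrored about the viewpoint, which also swaps its sides. H460 and H358 shared 113752 bp against 27320 bp after mirroring, a ratio of 4.16. H460 and A549 shared 112886 bp against 35448 bp, a ratio of 3.18, and H358 and A549 shared 104943 bp against 28328 bp, a ratio of 3.70. None of 10000 circular shifts of a list within the window reached the shared base pairs of any pair (one-sided permutation test, p = 1.0e-04 for each, the smallest that this number of shifts can give). Circular shifts do not keep the distances, so this test cannot separate similarity of the lines from the fall of contacts with distance. From the pCREs in common, the paper concludes that the interactions with the TBXT promoter are considerably similar among the lung cancer cell lines.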

Notwithstanding this similarity, we also observed cell line‐specific *TBXT* interactions that were present only in H460 cells (168 pCREs, referred to as “gained” in H460 cells) or only present in one or both of the two *TBXT‐negative* cell lines, A549 and H358 (441 pCREs, referred to as “lost” relative to H460 cells; Figure 1B). 

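The 168 gained pCREs were found in the H460 list alone. Of the 441 lost pCREs, 214 were in A549 only, 172 in H358 only and 55 in both. The same rule applied with each TBXT-negative line in the place of H460 would thus give 172 line-specific pCREs for H358 and 214 for A549. Gained pCREs formed 35 stretches and lost pCREs 84, where a stretch is a run of pCREs of 1 class no more than 40 bp apart. The longest gained stretch held 41 pCREs over 10728 bp, or 24.4% of all gained pCREs. The next lay on chromosome 6 from 166623089 to 166629224 (17 pCREs) and covers exon 1 and the start of intron 1 of the canonical RPS6KA2 transcript in GENCODE 44. The third lay from 166050145 to 166053514 (16 pCREs), outside any protein-coding gene and 62.0 kb upstream of the 5′ end of PDE10A, which is on the minus strand. The longest lost stretch lay from 165816607 to 165823580 within PDE10A, and its 22 pCREs were called in A549 alone. The next, from 166639287 to 166644721 within RPS6KA2, held 23 pCREs called in H358 alone, and the third, from 165757739 to 165762856 within PDE10A, held 15 called in A549 alone. All 3 lie upstream of the canonical transcript of the gene, inside longer annotated transcripts. Many class changes occurred inside regions called in several lines. In H460 regions joined at 40 bp, 77 gained pCREs sat in a region that also held a pCRE of another line and 91 in a region that held none. For lost pCREs, 187 sat in an A549 or H358 region that also held a pCRE of H460 and 254 in regions that held none. Counted as joined regions matched by any overlap, 12 were gained, 43 lost and 35 shared, in place of the numbers of single pCREs.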

All 168 gained pCREs are in non‐coding regions, with only two that are in the promoter region immediately upstream (within −600 bp) of the Transcription Start Site (TSS) of *RPS6KA2*, while the majority of lost pCREs (436/441) are also in non‐coding regions, with one also within −1 kb of the *RPS6KA2* TSS (Table S3).

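The class lists were annotated here with GENCODE 44 in place of the annotation used by HOMER, each pCRE by its midpoint. No gained pCRE had its midpoint in a coding exon, and 1 touched a coding exon by at least 1 bp. Among lost pCREs, 5 had their midpoint in a coding exon, which leaves 436 outside coding exons, and 10 touched one. Of these 5, 3 were in exons of TBXT itself, on chromosome 6 from 166158333 to 166158596, from 166160901 to 166160927 and from 166160928 to 166160938. The other 2 were in an RPS6KA2 exon, from 166498494 to 166498544 and from 166498545 to 166498617. Among shared pCREs, 2 had their midpoint in a coding exon, 1 in PRR18 and 1 in SFT2D1. With a promoter taken as 1000 bp upstream to 100 bp downstream of any annotated transcription start of a protein-coding gene or long non-coding RNA, 4 gained pCREs lay at a promoter, all of them at RPS6KA2. They run without a gap from 166627074 to 166629080, across the start of the canonical transcript at 166627251. The first pair, from 166627074 to 166627476 and from 166627477 to 166628187, carries the promoter annotation in Table S3, where the paper's distances to the transcription start are -23 and -580 bp. The midpoints of the other pair lie more than 1000 bp upstream of the canonical start, so these pCREs count through other annotated starts of RPS6KA2. With only the 600 bp upstream of any annotated start counted as promoter, 3 gained pCREs remained. Among lost pCREs, 10 lay at a promoter by the first definition, 6 at the long non-coding RNA gene ENSG00000236627 inside PDE10A, 3 at SFT2D1 and 1, from 166466223 to 166466518, at RPS6KA2-IT1. The latter is the lost pCRE with a promoter annotation in Table S3, at the paper's distance of -987 bp from the RPS6KA2-IT1 start. Shared pCREs lay at a promoter in 23 cases, at genes that include PRR18, SFT2D1 and MPC1.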

Mapping the distance and distributions of each class revealed that shared pCREs are concentrated in near‐*cis* within 0.2 Mb from the *TBXT* promoter, and gained pCREs are similarly observed in near‐*cis* as well as medium‐cis (between 0.2 and 0.5 Mb), while pCREs present only in TBXT negative cell lines are observed in medium‐ and far‐*cis* (beyond 0.5 Mb; Figure 1C). 

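Within 0.2 Mb of the viewpoint lay 425 shared pCREs (71.8%, 95% Wilson interval 68.0 to 75.3), 83 gained pCREs (49.4%, 41.9 to 56.9) and 115 lost pCREs (26.1%, 22.2 to 30.4). Between 0.2 and 0.5 Mb lay 167 shared (28.2%, 24.7 to 32.0), 85 gained (50.6%, 43.1 to 58.1) and 286 lost pCREs (64.9%, 60.3 to 69.2). Beyond 0.5 Mb lay 40 lost pCREs (9.07%, 6.73 to 12.1) and no gained or shared pCRE. These 40 pCREs formed 9 stretches, all on the RPS6KA2 side and all called in H358 alone, so that no pCRE of A549 was in far-cis. As neighboring pCREs are not independent, the intervals are a lower limit of the error. The median distance from the viewpoint was 101 kb for shared, 209 kb for gained and 317 kb for lost pCREs. The differences were tested by permuting class labels over whole stretches (two-sided permutation test with 100000 resamples, Benjamini-Hochberg adjustment over 3 comparisons). Lost pCREs lay 216 kb farther than shared ones in the median (permutation p = 2.0e-05, adjusted p = 6.0e-05). Gained pCREs lay 108 kb farther than shared ones, which did not pass the adjustment (permutation p = 0.0475, adjusted p = 0.0712). The difference of -107.9 kb between gained and lost pCREs did not pass either (permutation p = 0.0894, adjusted p = 0.0894). On simulated gained and lost stretches without any difference, the test gave a p-value under 0.05 in 45 of 500 lists, so it is too lenient. The simulated stretches were placed independently of each other, whereas many real ones lie close together. How lenient the test is on the real lists is therefore unknown. Permuting single pCREs, which ignores that neighbors were smoothed together, moved the last 2 comparisons past the threshold (permutation test, p = 1.0e-05 for each, the smallest that the resamples can give). Wider units, which allow for more of the smoothing, weakened all 3 comparisons. With stretches joined within 1 kb, lost against shared pCREs had an adjusted permutation p of 0.00123. With stretches joined within 10 kb, which left 26 lost and 17 shared units, it was 0.0235. Both comparisons with gained pCREs then had 0.194. Shared pCREs are by definition called in at least 2 lines, and contacts fall with distance, so the comparisons with them cannot isolate TBXT expression. With H358 in the place of H460, the pCREs of that line alone lay 232 kb farther than shared ones in the median. With A549 in that place, the difference was 214 kb. Of the gained pCREs in medium-cis, 41 belonged to the longest gained stretch. Without it, an alternative chosen after the lists had been seen that can only lower the share, 44 of 127 gained pCREs lay beyond 0.2 Mb (34.6%, 26.9 to 43.3), and their median distance was 120 kb.

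**Figure D1:**
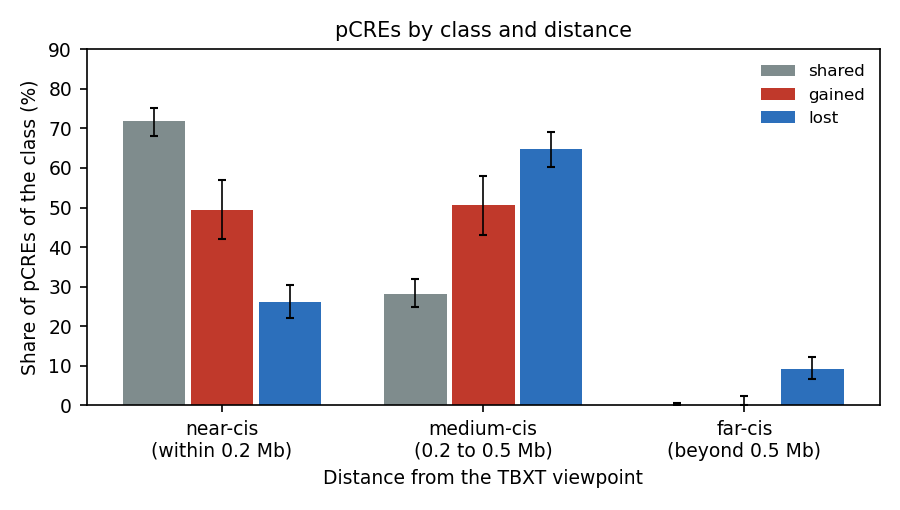
Share of shared, gained and lost pCREs (vertical axis, in percent of the class) in near-cis, medium-cis and far-cis distance from the TBXT viewpoint (horizontal axis). Bars are shares of single pCREs and error bars are 95% Wilson intervals. The near-cis share falls from 71.8% in shared to 49.4% in gained and 26.1% in lost pCREs, and only lost pCREs reach far-cis.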

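By cell line, the pCREs of H460 extended from -361 kb on the PDE10A side of the viewpoint to 463 kb on the RPS6KA2 side, a span of 824 kb. Those of H358 extended from -287 kb to 633 kb, a span of 919.9 kb, and those of A549 from -454 kb to 330.3 kb, a span of 784 kb. H358 thus reached farther than H460 on the RPS6KA2 side and less far on the PDE10A side, and A549 the reverse. The farthest pCRE of H460 on the PDE10A side lay on chromosome 6 from 165807912 to 165808200 and on the RPS6KA2 side from 166632157 to 166632221, and both were gained. The farthest of H358 lay from 165882204 to 165882214, a shared pCRE, and from 166801895 to 166802113, a lost one. The farthest of A549 lay from 165715611 to 165715646 and from 166499434 to 166499551, both of them lost. In the annotation, the 3 farthest pCREs on the one side all lie inside the PDE10A gene and the 3 on the other side inside the RPS6KA2 gene, and the last of A549 lies in intron 7 of the canonical RPS6KA2 transcript. Of the H358 pCREs, 40 (5.49%, 95% Wilson interval 4.06 to 7.39) lay beyond 0.5 Mb, whereas none of the H460 pCREs and none of the A549 pCREs did. The median distance from the viewpoint was 116 kb in H460, 141 kb in H358 and 158 kb in A549. Within 0.2 Mb lay 66.8% of the H460 pCREs (63.4 to 70.1), 62.3% of the H358 pCREs (58.7 to 65.7) and 53.2% of the A549 pCREs (49.7 to 56.8). With 1 pooled list per line, none of these differences could be tested against the spread between replicates.

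**Figure D2:**
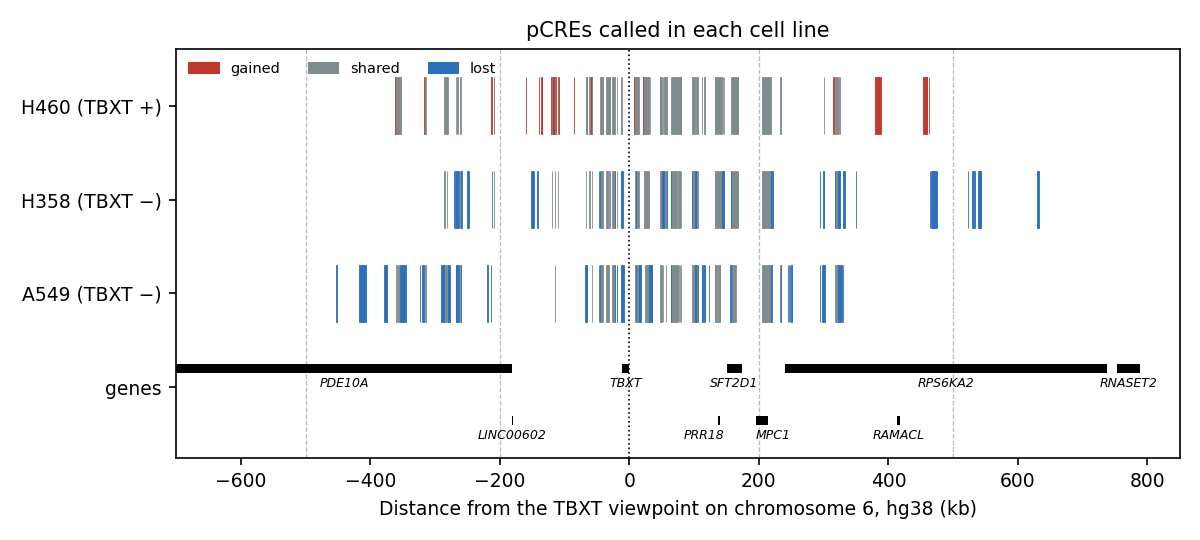
Positions of the pCREs of H460, H358 and A549 along chromosome 6 (horizontal axis, kb from the TBXT viewpoint in hg38), with the genes named in the text as black bars. Each colored bar is a run of pCREs of 1 class no more than 40 bp apart, gained in red, shared in gray and lost in blue. Dashed lines mark 0.2 and 0.5 Mb, and only H358 has pCREs beyond 0.5 Mb.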

Consistent with this, linear genome representation of the *TBXT* promoter‐pCRE interactions by cell line type revealed a broader span from the *TBXT* promoter viewpoint in H358 and A549 cells compared to H460 cells, where pCREs are primarily concentrated within 0.5 Mb of the viewpoint (Figure 1D).

### 3.2 Associating Chromatin Interactions With Epigenetic Marks

We wanted to know if changes in pCREs between cell lines were associated with changes in histones at the genomic locus, so we assessed the proportional overlap of pCREs between *TBXT‐expressing* conditions and H3K27ac, H3K4me3, H3K27me3, and H3K9me3 marks using publicly available ChIP‐seq data for A549, H358, and H460 cells (Table S2). While we could not directly verify *TBXT* expression in the cells used in these ChIP‐seq datasets, we investigated the occupancy of H3K27ac and H3K4me3 (active gene expression) and of H3K27me3 and H3K9me3 (inactive transcription) at the *TBXT* locus in the datasets. In the H460 ChIP‐seq datasets, the *TBXT* locus was distributed with H3K27ac and H3K4me3 marks similar to the patterns observed in other *TBXT‐expressing* lines and tissues [17, 18, 48], suggesting active transcription of *TBXT* in the H460 cells used to generate the ChIP‐seq data. Conversely, in the A549 and H358 datasets, H3K27ac and H3K4me3 marks are absent or reduced, while A549 cells show an increase in H3K27me3 at the *TBXT* transcription start site, suggesting a lack of *TBXT* expression in these A549 and H358 cells (Figure 2A). However, the H3K27me3 signal in H358 cells at the *TBXT* promoter was too low to be used in this or further analysis. Hence, the *TBXT* expression profiles of the cells used to generate the ChIP‐seq datasets were comparable to the *TBXT* expression profiles of cells from which we generated 4C‐seq data (Figure S1). Interestingly, analysis of histone ChIP‐seq data 1 Mb either side of *TBXT* clustered primarily by histone mark followed by cell line (Figures 2B and S3A,B), indicating potential cell line variations in the regulation, particularly for genes around the *TBXT* locus. Interestingly, in contrast to chordoma cells, we also note that there is no evidence of a super‐enhancer in the *TBXT‐expressing* H460 cells. Having verified the datasets, we proceeded to evaluate the differential epigenetic enrichment at pCREs in the different *TBXT‐expressing* environments.

**FIGURE 2:**
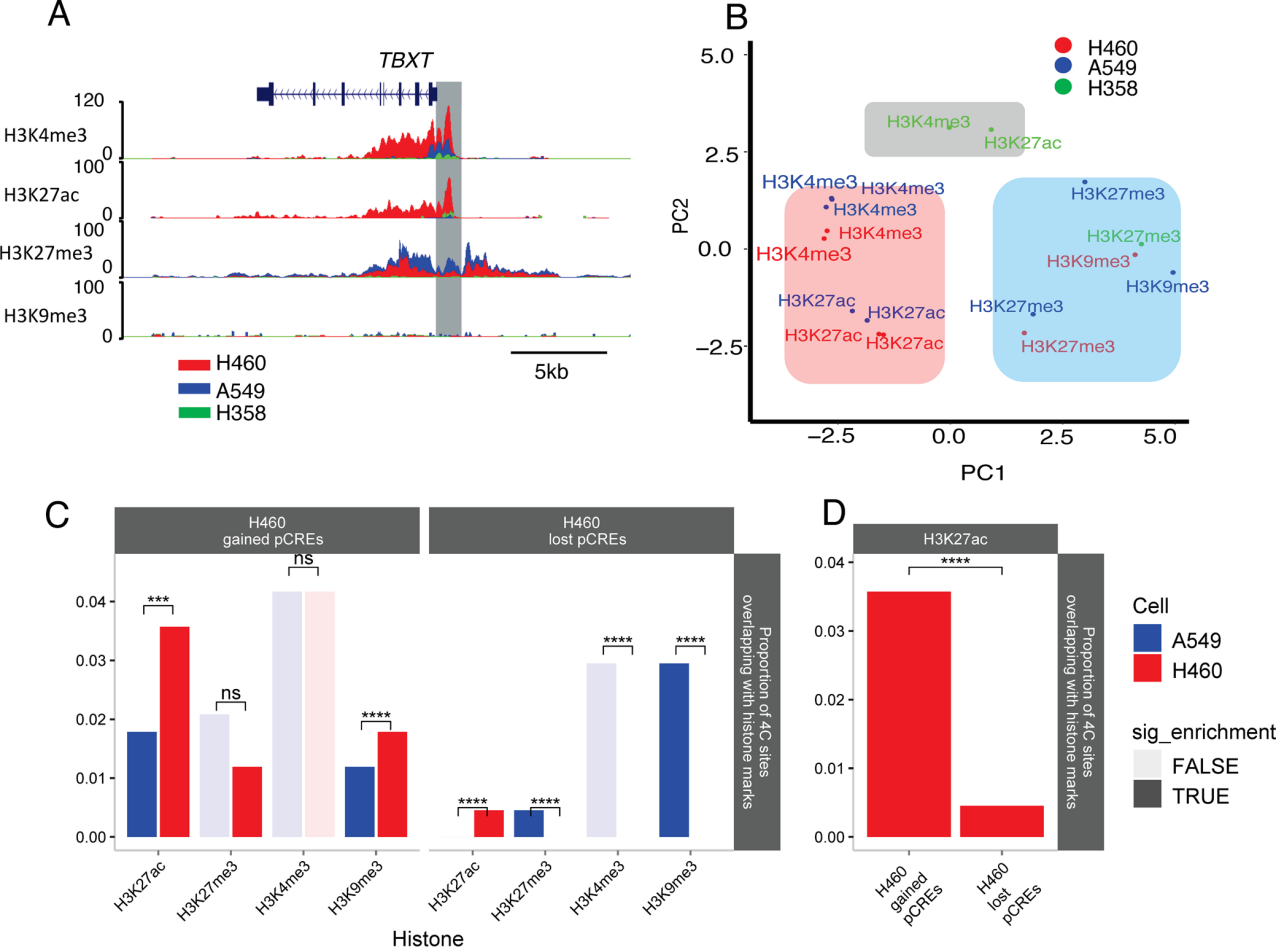
Overlap and enrichment of *TBXT* pCREs with histone marks at the *TBXT* locus. (A) Overlay of merged ChIP‐seq histone modifications at the *TBXT* locus (immediate upstream region highlighted in gray) for the H460 (red), A549 (blue) and H358 (green) lung cancer cells. (B) PCA clustering of the ChIP‐seq peaks at the *TBXT* locus. The active marks H3K27ac and H3K4me3 are highlighted in faint red, while the repressive marks H3K27me3 and H3K9me3 are highlighted in faint blue. Active marks from H358 cells highlighted in gray form a cluster separate from the rest of the active marks. (C, D) Proportional overlap of pCREs with the indicated histone marks by permuted overlap enrichment tests (10 000 permutations per test) between ChIP‐seq peaks (4 histone marks × 2 cell‐lines) and each *TBXT* pCRE type with multiple repressive (H3K27me3, H3K9me3) and active regulatory marks (H3K4me3, H3K27ac) In experiments where multiple replicates existed, mean FDR and mean *z*‐scores were computed after conducting proportional enrichment tests with each replicate. Where the proportional overlap is not statistically significant (FALSE), the corresponding bar in the graph is displayed in faint color. Conversely, significant overlap (TRUE) is represented by bold‐colored bars. Asterisks indicate significant difference between cell lines (****: FDR < 0.0001, ***: FDR < 0.001). (C) Enrichment of histone marks at pCREs gained in the H460 cell line (gained pCREs) and lost in the H460 cell line (lost pCREs). (D) H3K27ac enrichment difference between H460 gained and lost pCREs.

This analysis revealed an enrichment of the active histone mark H3K27ac at H460 gained pCREs in *TBXT‐expressing* H460 cells compared to non‐expressing A549 cells. On the other hand, there was a similar overlap of gained pCREs with H3K4me3 in both cell lines, although this overlap did not reach a statistical significance, and there was no enrichment of H3K4me3 between the cell lines (Figure 2C). Further, in line with their correlation with *TBXT* expression, the H460 gained pCREs exhibited lower enrichment of repressive histone marks (H3K27me3 and H3K9me3) compared to the active mark H3K27ac in H460 cells (Figure 2C). Within the repressive marks, H3K9me3 enrichment was unexpectedly higher in H460 cells compared to A549 cells (Figure 2C) possibly due to cell line‐specific variations in H3K9me3 function and/or heterogeneity within the H460 gained pCREs population. The other repressive mark, H3K27me3, exhibited a non‐significant reduction in H460 cells compared to A549 cells. Furthermore, statistical comparisons reveal a significantly higher association of H3K27ac with gained pCREs than lost pCREs in H460 cells (Figure 2D). Overall, the strong enrichment of H3K27ac at gained pCREs, i.e., regions that interact with the *TBXT* promoter in H460 cells but not non‐*TBXT‐expressing* cells, may suggest a role of these in *TBXT* expression regulation in H460 cells.

On the other hand, the epigenetic landscape of H460 lost pCREs displayed variable enrichment patterns compared to the gained pCREs. The repressive histone marks H3K27me3 and H3K9me3 displayed enrichment in these pCREs in A549 cells compared to H460 cells (Figure 2C). There was also enrichment of these pCREs with H3K27ac in H460 compared to A549. However, the overall enrichment levels for H3K27ac were lower than the enrichment observed for the repressive marks within these pCREs. These patterns could indicate a role for these lost pCREs, which interact with the *TBXT* promoter in A459 cells, in repression of *TBXT* expression in A549 cells.

Given the enrichment analysis revealed H460 gained pCREs with stronger enrichment of the active histone mark H3K27ac in H460 cells compared to A549 cells and H460 lost pCREs (Figure 2C,D), we prioritized these pCREs to identify potential regulatory elements within them that drive *TBXT* expression. 

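Both regions that were prioritized consist of gained pCREs only. The shorter one, of 1080 bp, lies on chromosome 6 of hg38 from 166029223 to 166030302, between -140 and -139 kb from the viewpoint on the PDE10A side. It holds 4 pCREs, all called in H460 and none in H358 or A549, or 2.38% of the gained pCREs. It lies in no annotated gene of GENCODE 44. By position, the nearest genes before it are LINC00602, 39.6 kb away, and PDE10A, 41.1 kb away. PDE10A is on the minus strand, so the region lies upstream of its 5′ end. The nearest gene after it is the long non-coding RNA gene ENSG00000287824, 67.8 kb away. Its G and C content is 38.6%. Its reference sequence is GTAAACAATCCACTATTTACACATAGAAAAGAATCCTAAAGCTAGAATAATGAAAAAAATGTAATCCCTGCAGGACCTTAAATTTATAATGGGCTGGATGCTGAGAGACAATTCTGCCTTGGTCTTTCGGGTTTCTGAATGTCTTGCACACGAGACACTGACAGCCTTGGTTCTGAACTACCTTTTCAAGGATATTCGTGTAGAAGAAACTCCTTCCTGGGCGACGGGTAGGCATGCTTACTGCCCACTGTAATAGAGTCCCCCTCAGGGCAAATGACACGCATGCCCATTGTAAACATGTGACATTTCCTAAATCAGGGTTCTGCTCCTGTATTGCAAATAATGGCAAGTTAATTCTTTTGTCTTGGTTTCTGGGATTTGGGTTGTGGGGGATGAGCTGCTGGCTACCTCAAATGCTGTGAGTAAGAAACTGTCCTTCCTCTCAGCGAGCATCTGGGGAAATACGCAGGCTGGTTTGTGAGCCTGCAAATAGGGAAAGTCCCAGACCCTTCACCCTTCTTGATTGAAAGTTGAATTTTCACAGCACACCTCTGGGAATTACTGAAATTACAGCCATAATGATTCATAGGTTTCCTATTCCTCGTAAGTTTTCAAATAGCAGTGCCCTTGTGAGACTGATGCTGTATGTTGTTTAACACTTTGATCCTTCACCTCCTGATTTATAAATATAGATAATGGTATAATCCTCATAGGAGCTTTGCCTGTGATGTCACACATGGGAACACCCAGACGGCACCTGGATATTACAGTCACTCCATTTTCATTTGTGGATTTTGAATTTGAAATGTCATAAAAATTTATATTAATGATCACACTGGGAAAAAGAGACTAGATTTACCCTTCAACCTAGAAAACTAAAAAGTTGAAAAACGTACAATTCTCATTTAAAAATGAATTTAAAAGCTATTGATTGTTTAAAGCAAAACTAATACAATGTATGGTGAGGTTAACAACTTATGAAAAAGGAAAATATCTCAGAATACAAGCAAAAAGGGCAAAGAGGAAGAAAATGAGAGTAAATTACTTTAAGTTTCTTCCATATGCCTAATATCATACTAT. The longer one lies from 166547780 to 166558507, 379 to 389 kb from the viewpoint on the RPS6KA2 side. Its first and last positions are those of the longest stretch of gained pCREs, and no H358 or A549 pCRE lies inside it. It sits entirely within intron 1 of the canonical RPS6KA2 transcript, which runs on the minus strand from 166627251 to 166409364 and has 21 exons, and ends 24.5 kb before RAMACL. Its G and C content is 43.3%. The histone marks over these regions were not analysed here.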

The selected pCREs (hg38, chr6:166029223–166030302 & chr6:166547780–166558507) are visualized in (Figure 3A), which also shows ChIP‐seq read densities for H3K27ac in *TBXT‐expressing* H460 cells. We conducted motif discovery in these selected pCREs to uncover potential transcription factors that might bind and regulate *TBXT* expression. 

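The motifs reported in Table S4 are ATACACA and TCATCA. Exact matches to each were counted on both strands of the reference sequence (hg38) of the regions from which they were derived. The scoring matrices built from them were not used here. RSAT found the motifs as frequent words in these same sequences, most of which come from the longer region, so that an excess there over other sequence is built in and the p-values are no independent test of enrichment. The region on chromosome 6 from 166029223 to 166030302 held 0 matches to ATACACA and 0 to TCATCA. Among 10000 random windows of the same length within 1 Mb of the viewpoint, 76.4% also held no ATACACA and 49.3% no TCATCA, so that the absence of matches in a region this short carries little information. The region from 166547780 to 166558507 held 15 matches to ATACACA, where random windows of its length held a median of 3 and 5% of them held 8 or more (one-sided permutation test, p = 0.0216, adjusted p = 0.0432). It held 18 matches to TCATCA against a median of 7 (same permutation test, p = 0.0113, adjusted p = 0.0432, Benjamini-Hochberg over 4 counts). Against the 3228 windows with a G and C content within 2 percentage points, the adjusted permutation p was 0.0805 for ATACACA and 0.0619 for TCATCA, and neither count passed the threshold. Against the other gained pCREs, which held 7 ATACACA and 23 TCATCA matches in 31553 bp, the adjusted p was 1.2e-04 and 0.0150 (one-sided Fisher's exact test). Of the 15 ATACACA matches, 10 lay within 211 bp, from 166557921 to 166558131, in the sequence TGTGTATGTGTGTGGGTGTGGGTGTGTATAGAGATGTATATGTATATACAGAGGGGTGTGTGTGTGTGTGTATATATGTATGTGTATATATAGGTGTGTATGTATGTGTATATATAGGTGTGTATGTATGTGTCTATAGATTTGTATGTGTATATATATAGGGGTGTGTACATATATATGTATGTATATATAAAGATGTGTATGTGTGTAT, and all 10 were on the minus strand. In the remaining 10228 bp outside the 500 bp that start with this cluster, 5 ATACACA matches were left against a median of 3 in random windows (permutation p = 0.205, adjusted p = 0.410). The 18 TCATCA matches all lay outside it (permutation p = 0.00860, adjusted p = 0.0344). This last comparison was chosen after the matches had been seen, and for ATACACA it can only lower the count, since the random windows kept their own densest part.

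**Figure D3:**
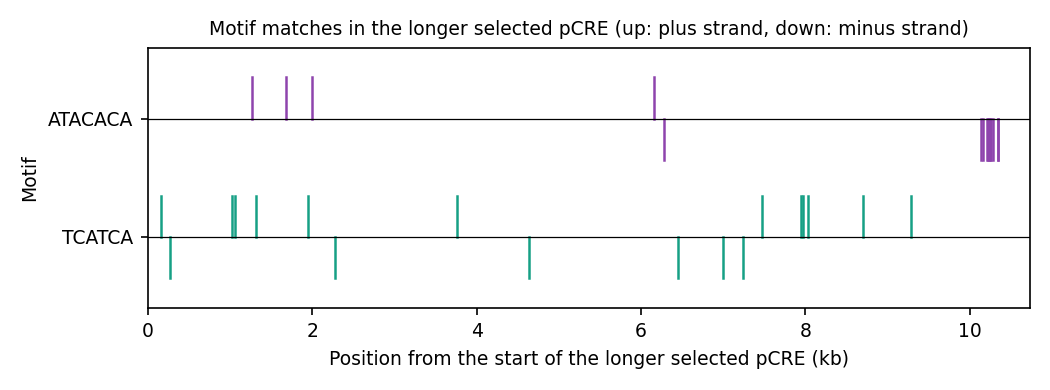
Positions of exact matches to ATACACA and TCATCA (rows) along the region from 166547780 to 166558507 (horizontal axis, kb from its start). Each tick is a match, drawn upward for the plus strand and downward for the minus strand. The 10 ATACACA matches within 211 bp stand near the right end, whereas the 18 TCATCA matches are spread along the region.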

Two motifs were identified (Figure 3B). Search on the reference motif database revealed enrichment of binding motifs for the transcription factors in the forkhead box family (FOXH1 *p* = 5.14 × 10^−4^, FOXQ1 *p* = 2.381 × 10^−3^, FOXJ3 *p* = 3.04 × 10^−3^, FOXO4 *p* = 4.05 × 10^−3^), zinc finger protein (ZNF214 *p* = 8.4 × 10^−4^, ZNF134 *p* = 9.37 × 10^−3^, ZNF549 *p* = 1.9 × 10^−2^ and ZNF563 *p* = 2.27 × 10^−2^) and musculoaponeurotic fibrosarcoma proteins (MAFK *p* = 8.20 × 10^−3^, MAFB *p* = 8.590 × 10^−3^, MAFG *p* = 1.29 × 10^−2^, MAFF *p* = 1.488 × 10^−2^ and MAF *p* = 1.68 × 10^−2^) (Figure 3B, Table S4). These findings point to the possibility that selected transcription factors in the forkhead box, zinc finger, and Maf family could potentially act as transcriptional regulators of *TBXT* expression through interaction with the *TBXT* enhancers that were identified in the current study.

**FIGURE 3:**
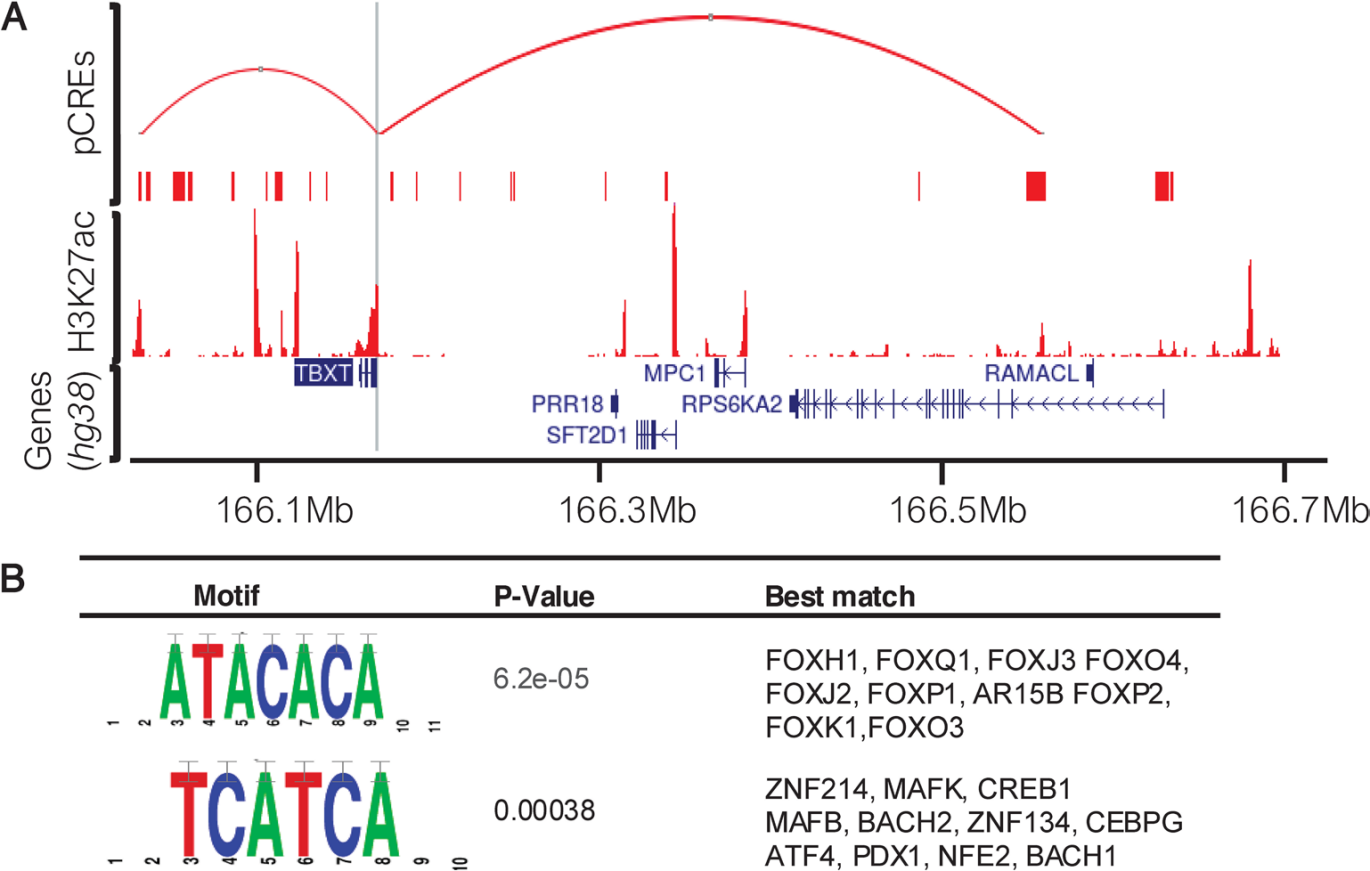
Multi‐track plot of H460‐gained loops that overlap with H3K27ac active histone marks. (A) Multi‐track plot showing the overlay of putative *TBXT* cis‐regulatory elements (pCREs) and H3K27ac active mark in H460 cells. The viewpoint is shown as a vertical gray line. The top track (pCREs) shows the H460 gained pCREs that were experimentally quantified in the present study on top of all pCREs from H460 (red bars). The second track (H3K27ac) shows merged normalized read counts of H3K27ac ChIPseq data for H460 (*n* = 2). The third track shows *TBXT* and other genes in the region. (B) Motifs (*p* < 0.05) detected de novo by RSAT and the top 10 TF best hits from (HOCOMOCO Human (v11 CORE)) motif database.

## 4 Discussion

Previous research indicates the involvement of FGFR1 in activating *TBXT* expression in lung cancer via MAPK signaling [16], while a super‐enhancer downstream of *TBXT* is evident in chordoma [17, 18]. In this study, we present a *TBXT* epigenetic regulatory landscape from *TBXT‐expressing* and non‐expressing lung cancer cell lines. Our data indicate a substantial overlap of *TBXT* promoter –genome interactions among cell lines, implying a relatively stable chromatin conformation at the *TBXT* locus regardless of *TBXT* expression levels and cell lines. This is understandable as all the cell lines used herein were derived from lung tumors. The shared stable subset of chromatin interactions with the *TBXT* promoter in all cell lines is unlikely to influence the different expression of *TBXT* between the cell lines. However, we still found differential chromatin interactions to the *TBXT* locus between the cell lines, prompting an evaluation of their enrichment with active gene expression (H3K27ac and H3K4me3) and inactive transcription (H3K27me3 and H3K9me3) histone marks, which may infer their roles in *TBXT* expression.

Examining the proportional overlap enrichment between pCREs and histone marks provided insight into the features of different pCREs. Our analysis revealed a greater enrichment of H460 gained pCREs with the active gene expression mark (H3K27ac) and with diminished enrichment of the repressive mark H3K27me3 in the *TBXT* expressing environment. Thus, within *the TBXT* expressing environment, the *TBXT* promoter interacts with specific CREs enriched with active regulatory chromatin marks, which might suggest they act as enhancers to upregulate and/or maintain *TBXT* expression in H460 cells. Additionally, higher enrichment of repressive marks (H3K27me3) with H460 lost pCREs in non‐*TBXT* expressing lung cancer cells (A549) compared to H460 may indicate a role in the suppression of *TBXT* expression in the *TBXT* non‐expressing environment. However, the pCREs might also interact with other promoters to regulate the expression of other genes. Further experiments are needed to determine the precise role of these pCREs.

H3K27ac analysis in chordoma, a cancer of the spinal column that *TBXT* is also implicated in [49, 50], revealed a larger 1.5 Mb active region surrounding *TBXT*, harboring two SEs associated with *TBXT* [17]. While the identified lung cancer pCREs did not overlap the *TBXT* SEs of chordoma, the upstream pCRE fell within the 1.5 Mb active region identified in chordoma. This may suggest that there may be shared elements within this broader active region between *TBXT* in H460 lung cancer cells and chordoma.

Two pCREs with high H3K27ac enrichment were analyzed for transcription factor binding motif enrichment. Motifs for forkhead box, zinc finger, and Maf protein families, all implicated in cancer, were identified. For instance, FOXH1 and FOXQ1 in lung, colorectal, and breast cancer promote EMT by controlling proliferation, migration, and invasion through downregulation of E‐cadherin [27, 28, 29]. Maf proteins [30, 31], in complex with BACH1 and 2 [51] are also involved in activating EMT in breast and lung cancer. TBXT itself also drives EMT and cancer progression in lung cancer [7, 13]. While TBXT can autoregulate its expression [17, 18], we did not identify T‐box binding sites in these pCREs, suggesting autoregulation may not occur through these specific regions. Future studies should investigate whether FOX and MAF proteins regulate *TBXT* expression in H460 cells and how this impacts cell migration and invasion. Further insights into *TBXT* regulation may be gained by evaluating the *TBXT* regulatory map in resected tumors and patient‐matched samples.

As the epigenome is dynamic, biological functional validation will be crucial in elucidating the role of the identified pCREs in *TBXT* regulation, including their potential involvement in MAPK signaling pathways in lung cancer [16].

## 5 Conclusions

While our findings lack functional validation, our data still highlight putative genomic control regions that correlate with the expression of *TBXT*. In vivo testing and validation of these regions in primary lung tumor samples are necessary to fill the gaps. This approach will refine the understanding of the TBXT regulatory network and provide a platform to investigate epigenetic modifiers and chromatin regulators that are linked to lung cancer. Ultimately, this knowledge will contribute to uncovering mechanisms driving lung cancer disease progression.

## Author Contributions

**Reuben M. Yaa:** funding acquisition, investigation, methodology, project administration, formal analysis, data curation, visualization, writing – original draft. **Brian M. Schilder:** formal Analysis, data curation, visualization, software, writing – original draft. **Rafael D. Acemel:** software, resources. **Fiona C. Wardle:** conceptualization, project administration, methodology, resources, supervision, writing – review and editing.

## Ethics Statement

The study did not include patient or animal samples. No approval was required.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1.** *TBXT* expression is maintained in H460, while absent in A549 and H358 cells. (A) *TBXT* expression (172 bp), measured by RT‐PCR, is detected in H460 cells, but not in A549 and H358 cells. *GAPDH* expression (121 bp) a housekeeping gene was a control and was detected in all cell lines (*n* = 3). (B) TBXT protein is detected, by western blot, in H460 cells, but not in A549 and H358 cells. H3 protein as a control was detected in all the cell lines (*n* = 3). (C) Immunostaining also detects TBXT protein in the nucleus (stained with DAPI) of H460 cells, but not in A549 and H358 cells (*n* = 3). The scale bar is 50 μM. (D) TBXT nuclear fluorescent intensity is only measurable in H460 with no detectable levels in A549 and H358 cells. DAPI nuclear fluorescent intensities were insignificantly different between the cell lines.

**Figure S2.** 4C seq fragment count between the samples. (A) Merged normalized 4C‐seq profiles. (B) 4C replicates correlations between the replicates. Scale represents normalized counts of the interactions. (C) Heatmap and dendrogram of pairwise correlation matrix between the samples on merging. Scale is Pearson's correlation.

**Figure S3.** Clustering and correlation of ChIP‐seq data. Pairwise correlation heatmap of ChIP‐seq peaks at (A) chr6 and (B) +/− 1 Mb around *TBXT* locus after rebinning each set of genomic ranges using EpiCompare [44]. Peaks clustered as sample type and histone class (H3K27ac, H3K4me3 for active marks, and H3K27me3, H3K9me3 for repressive marks).

**Table S1.** 4C sequencing primers.

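The part of each forward inverse primer that matches the genome is GGCTTTCCCGCGGACATG, and that of each reverse primer is TTATTTCCGTCCATTTCCCTC. Both parts are the same in all 6 libraries, which differ in their barcodes, so that every library has the same viewpoint. Each had a single perfect match on chromosome 6 of hg38. The forward primer matched the plus strand from 166169196 to 166169213 and ends on an NlaIII site (CATG) at 166169210. The reverse primer matched the minus strand from 166168612 to 166168632. The sequence from the reverse primer to this NlaIII site reads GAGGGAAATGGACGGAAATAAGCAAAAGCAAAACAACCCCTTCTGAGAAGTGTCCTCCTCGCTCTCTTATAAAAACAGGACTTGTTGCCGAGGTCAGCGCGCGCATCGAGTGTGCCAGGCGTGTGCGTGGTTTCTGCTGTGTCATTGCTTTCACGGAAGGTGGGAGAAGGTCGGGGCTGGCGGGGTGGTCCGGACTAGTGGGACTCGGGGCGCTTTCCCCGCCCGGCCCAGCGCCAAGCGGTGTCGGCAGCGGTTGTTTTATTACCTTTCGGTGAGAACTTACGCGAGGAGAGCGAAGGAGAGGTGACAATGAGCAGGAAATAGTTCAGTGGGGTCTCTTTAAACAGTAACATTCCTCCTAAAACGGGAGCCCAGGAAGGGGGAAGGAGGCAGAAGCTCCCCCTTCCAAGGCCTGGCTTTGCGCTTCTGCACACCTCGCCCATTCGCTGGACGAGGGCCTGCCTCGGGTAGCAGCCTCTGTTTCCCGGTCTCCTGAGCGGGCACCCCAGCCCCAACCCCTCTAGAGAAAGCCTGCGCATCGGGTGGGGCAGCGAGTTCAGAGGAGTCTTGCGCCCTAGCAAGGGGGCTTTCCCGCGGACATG on the plus strand. TBXT is transcribed from the minus strand, and in GENCODE 44 the NlaIII site lies 0.51 kb upstream of the annotated 5′ end of the gene at 166168700 and 1359 bp upstream of the start of its canonical transcript at 166167851.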

**Table S2.** ChIP‐seq metadata including SRA accession numbers.

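Table S3 gives for every pCRE its class, start, end, HOMER annotation, distance to the nearest transcription start and the gene of that start. All 168 gained, 441 lost and 592 shared pCREs of the table have the same start and end as the pCREs classified here from the deposited lists. The starts in the table are counted from 0, as in the lists, and are therefore 1 bp lower than the positions given for the selected pCREs in the text. In the table, no gained pCRE, 5 lost pCREs and 2 shared pCREs carry the annotation exon. The gene column names the nearest transcription start, which is not always the gene that a pCRE lies in.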

**Table S3.** Annotation of the pCREs.

**Table S4.** Motif discovery.

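Table S4 lists the consensus motifs found by RSAT in the selected pCREs and, for each, the transcription factor motifs of the HOCOMOCO collection that TomTom matched to it. The similarity is between motifs and does not measure binding. The table gives 10 matches to ATACACA and 24 to TCATCA, each with a p-value, an E-value and a q-value that corrects for the number of motifs searched. For ATACACA the lowest p-value in the paper's table is 5.14e-04, for FOXH1, with an E-value of 0.206 and a q-value of 0.412. For TCATCA the lowest is 8.40e-04, for ZNF214, with an E-value of 0.337, and the lowest q-value in the paper's table is 0.660. None of the matches to either motif has a q-value under 0.05 in the table. In the reference sequence of the 2 selected pCREs, all exact matches to both consensus sequences were in the longer region, at 1.40 per kb for ATACACA and 1.68 per kb for TCATCA.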

## Data Availability

The data that support the findings of this study are openly available in NCBI's Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo/, reference number GSE274316.

How the deposited data were processed for this re-analysis (not part of the article)

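Chromatin interactions with the TBXT promoter were measured by 4C-seq in H460, H358 and A549 cells, with 2 biological replicate libraries per line and 6 libraries in all. The files used here are the authors' lists of interacting regions, 1 per line, in which the authors had already pooled both replicates. The values deposited by the authors are other than counts: they are start and end positions in bp on chromosome 6 of hg38, with a further column that reads TRUE for every region. No read count, coverage or score is given for a region, so the depth per library is unknown and no interval that needs it was computed.

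The authors demultiplexed the reads, trimmed them to 30 bp and aligned them with Bowtie v1.2.2 to a map of NlaIII and DpnII fragments. They removed fragments flanked by the same restriction site, fragments under 40 bp and fragments within 5 kb of the viewpoint, and took a running mean over 30 fragments. Fragments within 1 Mb of the viewpoint were called with peakC's monotonic regression and a local coverage score, and kept when called in both replicates. These steps bear on the numbers in several ways. A running mean over 30 fragments makes neighboring calls depend on each other, so that a number of calls is not a number of independent contacts. A criterion set at the upper quartile of a score fixes part of how many fragments can pass in each line. A call in both replicates hides how close a fragment came to being called where it is missing. The text of the methods gives a merging of fragments within 40 bp, and the lists, the numbers in the results and Table S3 hold the unmerged regions, so both units were used here.

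The positions were read as deposited, after header lines were dropped (1 in the A549 list and 1 within the H358 list). The genome build was checked by matching region boundaries to NlaIII fragments of hg38, and the viewpoint was placed by matching the inverse primers of Table S1. Annotation was taken from GENCODE 44 on the same build. pCREs were matched between lines on identical start and end, and were classified as gained (H460 only), lost (A549 and/or H358 only) or shared, as in the paper's methods. Near-cis was taken as within 0.2 Mb, medium-cis as 0.2 to 0.5 Mb and far-cis as beyond 0.5 Mb. A promoter ran from 1000 bp upstream to 100 bp downstream of an annotated transcription start. Stretches are runs of pCREs of 1 class no more than 40 bp apart.

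Overlaps between lines were given as the share of pCREs in common, with 95% Wilson intervals, and as base pairs shared against a mirrored list and against 10000 circular shifts within the window. The ranking of the pairs was resampled 10000 times over 40 blocks of 50 kb, of which 21 held pCREs. Median distances were compared by a two-sided permutation test with 100000 resamples over stretches, with Benjamini-Hochberg adjustment over 3 comparisons. Motif counts were compared with 10000 random windows (one-sided), adjusted over 4 counts. The permutation test was tested on simulated data with the 119 gained and lost stretches of the real lists, 500 simulated lists per case and 1000 permutations each. Without a difference, 45 lists (9.0%) had a p-value under 0.05, and with lost stretches moved 150 kb farther, 468 had. The cause of the excess was not tested. Simulated stretches were placed independently of each other, and shared pCREs were not simulated, so the error on the real lists is not bounded by these numbers. With a single median per stretch, the numbers were 34 and 500. Computations used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, with fixed random seeds.

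The alternatives were other units (joined regions or base pairs), other rules for matching, distance, viewpoint, promoter and coding overlap, filters on short or isolated pCREs, other focus lines, other permuted units and other motif backgrounds. They were chosen before the data were examined, apart from 3 that are named as later additions where they are used. The resampling in blocks, the count of class changes inside regions called in several lines, the comparison of the 2 sides of the viewpoint and the T-box half-site were also added after the lists had been seen. The regions named in the text were set by a rule: the genes the paper names in the window, the 2 selected pCREs, the 3 longest stretches of the gained and of the lost class, and the farthest pCRE on each side in each line. pCREs at promoters and in coding exons were named after their values had been seen. The ChIP-seq enrichment, the expression measurements and the correlation of 4C-seq profiles between replicates were not analysed here.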

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

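The unit counted changed the results most. With pCREs no more than 40 bp apart joined, the number of pCREs became 55 in H460, 60 in H358 and 66 in A549, and with those within 1 kb joined 41, 44 and 42. Joined at 40 bp and matched by any overlap, there were 12 gained, 43 lost and 35 shared regions, and 26 common to all 3 lines. The near-cis share then became 41.7% for gained and 16.3% for lost regions, and the share beyond 0.5 Mb in H358 became 15% (11.4% when joined at 1 kb). The overlap of joined regions was 41.7% for H460 and H358, 42.1% for H460 and A549 and 35.3% for H358 and A549. In this alternative a long region counts once, and gained pCREs in regions that overlap a region of another line are no longer gained, so that the 12 gained regions leave out 77 of the gained pCREs and their share is not that of the same pCREs. A549 had the most regions at 40 bp, whereas H460 had the most single pCREs. Matching by any overlap or by 50% reciprocal overlap gave the same numbers as identical positions, because no regions overlapped in part.

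Requiring lost pCREs to be in both A549 and H358 left 55. Keeping only pCREs of at least 40 bp, or only those in stretches of at least 3 touching pCREs, left the numbers of pCREs in each line and class within 1.5 times the values reported and did not change the spans by more than that. A viewpoint at the start of the TBXT transcript, distances to the nearest edge, and base pairs in place of pCREs were run on the near-cis share of each class and on the share beyond 0.5 Mb in each line, and moved none of these beyond its interval.

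Of the 3 comparisons of median distance, that of lost with shared pCREs kept its direction in every alternative and fell below the threshold in 1, with A549 as the focus line (106 kb, adjusted permutation p = 0.131, against a range of 1.0e-05 to 0.131 over its alternatives). The difference between gained and lost pCREs passed the threshold with single pCREs permuted (-107.9 kb, adjusted permutation p = 1.0e-05), with only stretches of at least 3 touching pCREs (-177.005 kb, adjusted permutation p = 0.0420) and, in an alternative chosen after seeing the data, without the longest gained stretch, which lies far from the viewpoint (-197 kb, adjusted permutation p = 0.00532). It reversed with H358 as the focus line (42.7 kb, adjusted permutation p = 0.535) and with A549 as the focus line (108 kb, adjusted permutation p = 0.310), which compare other classes. The difference between gained and shared pCREs passed with single pCREs permuted (108 kb, adjusted permutation p = 1.0e-05), with pCREs of at least 40 bp only (113 kb, adjusted permutation p = 0.0440), with H358 as the focus line (232 kb, adjusted permutation p = 3.0e-05) and with A549 as the focus line (214 kb, adjusted permutation p = 0.00105). It shrank to 39.7 kb with only stretches of at least 3 touching pCREs (adjusted permutation p = 0.496) and, in alternatives chosen after seeing the data, to 19.0 kb without the longest gained stretch (adjusted permutation p = 0.682) and to 21.9 kb with a single median per stretch (adjusted permutation p = 0.279). The difference between gained and lost pCREs was smaller with pCREs lost in both lines (-51.4 kb, adjusted permutation p = 0.861) and with pCREs of at least 40 bp only (-88.9 kb, adjusted permutation p = 0.132). In an alternative chosen after seeing the data, with a single median per stretch, lost pCREs lay 138 kb farther than shared ones (adjusted permutation p = 0.0193), and the difference between gained and lost pCREs did not pass (-116 kb, adjusted permutation p = 0.0954). Apart from the permuted unit, the focus line and the number of pCREs entering, the cause of these changes was not tested.

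The excess of shared base pairs over chance depended on the null. Over the mean of circular shifts, which do not keep the distances, it was 7.63 for H460 and H358, 7.22 for H460 and A549 and 7.00 for H358 and A549.

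Annotation counts depended on the overlap and the promoter width. By any overlap of at least 1 bp, 1 gained, 10 lost and 12 shared pCREs touched a coding exon. With promoters from 2000 bp upstream to 500 bp downstream, 8 gained, 26 lost and 47 shared pCREs lay at a promoter, and with 600 bp upstream only, 13 shared pCREs did. Against windows matched on G and C content, the 15 ATACACA matches (adjusted permutation p = 0.0805) and the 18 TCATCA matches (adjusted permutation p = 0.0619) of the longer selected pCRE no longer passed the threshold, in a comparison that is not independent of how the motifs were found. Outside the 500 bp with most ATACACA matches, chosen after seeing the data, 5 were left (adjusted permutation p = 0.410), a fall that this choice makes by itself.

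No paired analysis was possible because each line has a single list that pools its replicates. For the same reason the alternatives without replicate 1 and without replicate 2 and the replicate block were not run, nor was a stricter score, since the lists hold no score. The unknown depth limits what the absence of a pCRE in a line means.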

Differences from the paper's values

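The ends of the pCRE sets in Fig. 1D differ from the deposited positions in hg38. The H460 pCREs end at about -480 kb on the PDE10A side and about 620 kb on the RPS6KA2 side in Fig. 1D, read by eye, and at -361 and 463 kb here. Those of A549 end at about -610 kb in Fig. 1D, read by eye, against -454 kb here. Those of H358 end at about 850 kb in Fig. 1D, read by eye, against 633 kb here. RNASET2 ends at about 1100 kb in Fig. 1D, read by eye, and at 788 kb in GENCODE 44. The paper's values over those found here give ratios between 1.33 and 1.40, so that the values differ by nearly a single factor. The ratio of 1.40 is that of RNASET2, whose position does not depend on the calls. This argues against a difference between plotted and deposited calls as the source, and for a different scale of the axis in Fig. 1D, as far as readings by eye allow. The alternatives set before the data were examined were run on the spans and not on the single ends, and none of them closes the gap. A viewpoint at the TBXT transcription start leaves a span as it is, and the filters on short or isolated pCREs can only shorten it. The span stayed at 823 to 824 kb in H460, 919.9 kb in H358 and 784 kb in A549.

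The paper's text gives the numbers of pCREs of H358 and A549 in the opposite order. The deposited lists held 729 for H358 and 759 for A549. The ratio is under 1.5, and the order was the same with pCREs of at least 40 bp only (688 and 718) and with stretches of at least 3 touching pCREs only (697 and 731). Only the joining of pCREs within 1 kb gave H358 more than A549 (44 and 42).

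The paper states that the pCREs of H358 and of A549 span a broader range around the viewpoint than those of H460. The span was 919.9 kb in H358, 824 kb in H460 and 784 kb in A549, so that A549 had the narrowest span, although it reached farther than H460 on the PDE10A side. The paper places the pCREs found only in TBXT-negative lines in medium-cis and far-cis. Of the 441 lost pCREs, 286 (64.9%) lay in medium-cis, as the paper states. A further 40 lay in far-cis, and all 40 were of H358.

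The paper states that H358 and A549 were slightly more similar to each other than to H460, on the correlation of 4C-seq profiles. On the pCREs themselves this pair had the lowest share in common, 44.0% against 50.9% for H460 and H358 and 47.6% for H460 and A549, and it was lowest also in base pairs (43.8%) and in joined regions (35.3%). Set against lists mirrored about the viewpoint, which keeps distances but swaps sides, it was not lowest: the ratio to the mirrored overlap was 3.18 for H460 and A549, 3.70 for H358 and A549 and 4.16 for H460 and H358. The profiles were not analysed here.

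The paper gives 1 lost pCRE close to the start of RPS6KA2. The lost pCRE with a promoter annotation in Table S3 is assigned there to RPS6KA2-IT1, at a distance of -987 bp, and by GENCODE 44 it is at that gene as well. With GENCODE 44, 4 gained pCREs were at the RPS6KA2 promoter, and 3 with 600 bp upstream only, against 2 in the paper's table.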

Other observations

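All of the patterns were noticed after the lists had been seen. The tests of line-specific calls, of the longest gained stretch and of the 2 sides of the viewpoint were chosen after the result was seen. For the other tests the prediction was written before the value it rests on was computed, except that the test of uneven width was extended as given with it, and that the mirrored overlaps were set against the same pair of lines only after the values had been seen.

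Calls that are specific to 1 line were no rarer in the TBXT-negative lines. H460 had 168, H358 had 172 and A549 had 214. A candidate explanation for the gained class as a whole is therefore that each of these lists holds about this many calls that neither of the other lists has, whatever the expression of TBXT, since the lower of the numbers for the TBXT-negative lines, 172, is not below that of H460. The lists cannot show which of the gained pCREs, if any, go with TBXT expression. With 1 expressing line, expression and cell line cannot be separated. Part of the class changes may also come from regions called in several lines with unequal width. Of the gained pCREs 45.8% (95% Wilson interval 38.5 to 53.4), and of the gained stretches 65.7% (49.2 to 79.2), sat in an H460 region that held calls of another line. Of the lost pCREs 42.4% (37.9 to 47.1) sat in a region with calls of H460, and so did 49.4% (39.2 to 59.7) of 87 runs of lost pCREs within such regions or outside them. The prediction was written for single pCREs alone, and by it uneven width is not the source of most lost pCREs. The demand that stretches show the same was added after that outcome had been seen, because neighboring pCREs are not independent and their interval is too narrow. With that demand, the larger part cannot be told apart for either class.

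Whether the medium-cis position of gained pCREs comes from 1 long region counted as many pCREs cannot be told apart here. Without the stretch of 41 pCREs in intron 1 of RPS6KA2, 34.6% of the gained pCREs lay beyond 0.2 Mb, but all 41 lie beyond 0.2 Mb, so that leaving them out could not have raised the share. Counted as stretches, 24 of 35 lay within 0.2 Mb, which lowers the weight of every long stretch and not of this one alone. Joined at 40 bp and matched by any overlap, 41.7% of the 12 gained regions lay within 0.2 Mb. That value goes the other way, but these regions leave out 77 of the gained pCREs. The stretch of 41 pCREs is also the longer of the pCREs selected for motif discovery. A true contact over more than 10 kb would look the same, and no biological explanation was tested.

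Beyond 0.2 Mb, the lost pCREs called in A549 only and those called in H358 only lay mostly on opposite sides of the viewpoint. Beyond 0.2 Mb, 131 of 157 pCREs called in A549 only lay on the PDE10A side, whereas 112 of 134 called in H358 only lay on the RPS6KA2 side. Counted as stretches, so that a long region does not weigh more, the numbers were 15 and 11 for A549 and 4 and 20 for H358 (two-sided Fisher's exact test, p = 0.00379). Whether a few regions are the whole source of the contrast beyond 0.2 Mb stays open. Stretches are runs joined at 40 bp, and several lie within a few kb of each other, so that 1 region can count as several stretches. The test treats them as independent, which they need not be. Over all distances, 149 of 214 pCREs called in A549 only lay on the PDE10A side, and 133 of 172 called in H358 only on the RPS6KA2 side. Counted as stretches over all distances, the numbers were 20 and 25 for A549 and 6 and 28 for H358. By that count both lines had more on the RPS6KA2 side. The lost class therefore pools pCREs that the TBXT-negative lines do not have in common: 55 of the 441 were in both. Over all pCREs beyond 0.2 Mb, 76% of those of H358, 61.1% of those of H460 and 38.0% of those of A549 lay on the RPS6KA2 side. Copy number or structural differences between the lines at this locus were not analysed here.

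H358 and A549 had fewer pCREs in common with each other than either had with H460. How far a fall of contacts with distance produces this order cannot be told apart here. H460 and A549 shared 7943 bp more than H358 and A549, and after mirroring 7120 bp more. H460 and H358 shared 8809 bp more than H358 and A549, and after mirroring the difference was -1008 bp. Mirroring keeps the distances but swaps the sides, on which the lines differ beyond 0.2 Mb, so that these values mix distance with side, and they have no spread. As a ratio to the mirrored overlap the order changes, with H460 and A549 lowest (3.18), then H358 and A549 (3.70) and H460 and H358 (4.16). A few regions may decide the order, since it held in 75.2% of 10000 resamples of blocks of 50 kb, less than the 95% set as the limit. The order is thus not firm, and no biological explanation was tested.

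The motifs found by RSAT had all their exact matches in the longer selected pCRE. The part that the length of that region has in this cannot be told apart here. Random windows of equal length held fewer matches (permutation test, the larger p-value of the 2 counts was 0.0216), but RSAT had picked both motifs as frequent words of these same sequences, of which the longer region makes up most, so that an excess over other windows was built in. For ATACACA a simple repeat is a candidate source, because 66.7% of its matches lay within 500 bp. TCATCA had at most 16.7% of its matches within any 500 bp, so that a repeat of this kind does not account for it. What stays open is whether either motif is used by a transcription factor in H460.

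The paper did not identify T-box binding sites in the selected pCREs. The T-box half-site AGGTGTGA, chosen after the data were seen, had 0 exact matches in the shorter region and 1 in the longer one, on the plus strand from 166553400 to 166553407, where random windows of that length held a median of 1 (one-sided permutation test, p = 0.552). Exact matches to a half-site do not cover weaker sites.

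No H460 pCRE lay within the TBXT gene, whereas 14 pCREs of A549 did, 3 of them also called in H358. They run from 166157872 to 166161012, at 11.3 to 8.20 kb from the viewpoint, over the 3′ part of the gene. The call of H460 nearest to the viewpoint on that side ended at 166157208, 12.0 kb away. It belongs to a region from 166155765 to 166157208 that was called in all 3 lines. In A549 and H358 a run of lost pCREs starts next to it, at 166157209, and reaches into the gene. The lost pCREs thus extend a region common to the lines. The authors removed fragments within 5 kb of the viewpoint, so the 5′ part of the gene could not be called in any line. The paper lists these pCREs as lost and does not comment on their position. The lists hold no counts with which to tell a weaker contact from a missed call.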
